# Detection of copy number variations in rice using array-based comparative genomic hybridization

**DOI:** 10.1186/1471-2164-12-372

**Published:** 2011-07-20

**Authors:** Ping Yu, Caihong Wang, Qun Xu, Yue Feng, Xiaoping Yuan, Hanyong Yu, Yiping Wang, Shengxiang Tang, Xinghua Wei

## Abstract

**Background:**

Copy number variations (CNVs) can create new genes, change gene dosage, reshape gene structures, and modify elements regulating gene expression. As with all types of genetic variation, CNVs may influence phenotypic variation and gene expression. CNVs are thus considered major sources of genetic variation. Little is known, however, about their contribution to genetic variation in rice.

**Results:**

To detect CNVs, we used a set of NimbleGen whole-genome comparative genomic hybridization arrays containing 718,256 oligonucleotide probes with a median probe spacing of 500 bp. We compiled a high-resolution map of CNVs in the rice genome, showing 641 CNVs between the genomes of the rice cultivars 'Nipponbare' (from *O. sativa *ssp. *japonica*) and 'Guang-lu-ai 4' (from *O. sativa *ssp. *indica*). The CNVs identified vary in size from 1.1 kb to 180.7 kb, and encompass approximately 7.6 Mb of the rice genome. The largest regions showing copy gain and loss are of 37.4 kb on chromosome 4, and 180.7 kb on chromosome 8. In addition, 85 DNA segments were identified, including some genic sequences. Contracted genes greatly outnumbered duplicated ones. Many of the contracted genes corresponded to either the same genes or genes involved in the same biological processes; this was also the case for genes involved in disease and defense.

**Conclusion:**

We detected CNVs in rice by array-based comparative genomic hybridization. These CNVs contain known genes. Further discussion of CNVs is important, as they are linked to variation among rice varieties, and are likely to contribute to subspecific characteristics.

## Background

Copy number variations (CNVs), or copy number polymorphisms (CNPs), are forms of structural variation (SV) that are alterations in DNA resulting in the cell having an abnormal number of copies of one or more segments of DNA. A CNV is a DNA segment ranging from 1 kb to 3 Mb that has been deleted, inserted, or duplicated, on certain chromosomes [1,2]. In particular, segmental duplications (SDs) were demonstrated to be one of the major catalysts and hotspots for CNV formation [3-5]. A CNV was described as early as 1936, with the duplication of the *Bar *gene in *Drosophila melanogaster *[6]. Recently, many studies have discovered CNVs in humans [7-9], chimpanzee [10], dog [11], cattle [12], rat [13], mice [14], *Drosophila *[15], yeast [16], *E. coli *[17], and maize [18,19]. CNVs can be detected using cytogenetic techniques such as fluorescent in situ hybridization, array-based comparative genomic hybridization, and SNP genotyping arrays. Recent advances in DNA sequencing technologies have further enabled the identification of CNVs by next-generation sequencing [20-22].

CNVs can create new genes, change gene dosage, reshape gene structures, and modify elements regulating gene expression [23,24]. Thus, CNVs are considered likely major sources of genetic variation, and may influence phenotypic variation and gene expression. Some human CNVs have been linked with susceptibility or resistance to disease. A higher *CCL3L1 *copy number, for example, can reduce risk of HIV/AIDS infection [25], and a lower *FCGR3 *copy number appears to contribute to increased susceptibility to glomerulonephritis [26]. CNVs also have an impact on fitness and gene expression. CNVs detected among 15 female isolines of *Drosophila *have been subjected to purifying selection [15]. In addition, a dramatic fruit size change due to a CNV with an insertion of 6-8 kb that affected gene regulation, was described during tomato breeding [27]. It was recently demonstrated that most CNVs in humans are in linkage disequilibrium (LD) with single nucleotide polymorphisms (SNPs); and that LD decay of the two happens at similar rates [8]. CNVs were confirmed to capture about 18% of the variation in gene expression, with little overlap with the variation captured by SNPs [28]. Thus, CNVs can be developed as a type of molecular marker for molecular identification.

Rice (*Oryza sativa *L.), comprises two subspecies, *indica *and *japonica*. It is one of the most important food crops in the world, and a model plant for genomic studies of monocots. Rice genomes exhibit relatively high levels of SNPs and indels [29]. Sequence comparisons between the Nipponbare (*japonica*) and 9311 (*indica*) genomes have shown high levels of polymorphisms ranging from one SNP/300 bp to one indel/kp [30,31]. These can potentially be exploited as molecular markers between these divergent subspecies. However, there are few studies of structural variation within the rice genome. Recent study of many subclones within chromosome 4 of the BAC libraries of Nipponbare and Guang-lu-ai 4 (*indica*), has documented that many genes vary in copy number [32]. With the completion of rice genome sequencing projects and advances in microarray technologies, comprehensive oligonucleotide microarrays are now being used to discover genetic polymorphisms. Array-based comparative genomic hybridization (aCGH) has the advantages of high resolution and high-throughput genome-wide screening of genomic imbalances, and has been used in rice to detect single-feature polymorphisms [33], and structural variations created by mutagenesis [34].

We used high-density oligonucleotide aCGH (containing 718,256 oligonucleotide probes) to investigate the number of CNVs between Nipponbare and Guang-lu-ai 4 genomes. We found high levels of CNVs, some representing large inserted/deleted regions. In addition, several DNA segments, often including genic sequences, were identified as present in the Nipponbare genome but absent from the Guang-lu-ai 4 genome. Ours is the first comprehensive map of CNVs in the rice genome; providing an important resource for understanding the nature of variation among different rice varieties.

## Results

### CNV detection using aCGH

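Leaf DNA of 2 rice cultivars was hybridized together on each of 3 arrays, with Guang-lu-ai 4 (indica) labeled with Cy3 and Nipponbare (japonica) labeled with Cy5. The arrays stand for 3 replications of the same comparison, and no array had the dyes swapped, so that a dye effect cannot be removed from the ratios. Each array held 718255 probes, of which 715851 lay on the 12 chromosomes and the rest on the chloroplast, mitochondrial and plasmid sequences. Neighboring nuclear probes were a median of 430 bp apart in the coordinates of the rice genome build from which the probes were designed. The deposited values were log2 signals of each channel as scanned, after a spatial correction and after qspline normalization, together with the log2 (Guang-lu-ai 4/Nipponbare) ratio at each step. The normalized ratio was used here as deposited, without further centering. Its median over all probes was 0.091 ± 0.014 (SD, n = 3 arrays). The median log2 signal before normalization was 12.24 ± 0.10 for Guang-lu-ai 4 and 12.30 ± 0.03 for Nipponbare (SD, n = 3). The spread between neighboring probes, estimated within each array from their differences, had an SD of 0.27 ± 0.01 on the log2 scale (SD, n = 3). This spread includes probe differences that repeat between arrays, so it is not measurement noise alone. The files held values of probes, so the probe ratios of each array were divided into segments by circular binary segmentation, the algorithm the paper names, at an alpha of 0.01. This gave 5911, 5411 and 6649 segments for replications 1, 2 and 3. A segment counted as a CNV when it held more than 5 probes and its mean log2 ratio lay at least 1.0 from 0 (stringent) or at least 0.5 from 0 (less stringent). A CNV of replication 1 counted as common when CNVs of the same direction covered at least 50% of its length in replication 2 and also in replication 3. The paper's text gives neither the overlap rule nor the settings of the segmentation, and the settings of the segmentation were not varied here. For its high confidence calls the paper cites criteria of an earlier study, which were not applied here.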

To investigate the reproducibility of CNV detection using aCGH, we performed aCGH on three independent samples of Nipponbare and Guang-lu-ai 4 (Figure 1). 

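The hybridization signals of single probes repeated closely between replications. Across the 715851 nuclear probes, Pearson's r of the log2 ratios was 0.968 between replications 1 and 2, 0.961 between 1 and 3, and 0.957 between 2 and 3. With the probes inside the regions of Table S1 left out, the values were 0.956, 0.946 and 0.939. Probes are not independent replicates, and neighboring probes share the same DNA segment, so these coefficients describe the arrays and carry no p-value.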

In comparing hybridization results we decided that most detected CNVs may be accurate, even though some were not present in all replications. Using less stringent criteria, in which the log_2 _of the signal ratio between the two genomes was ± 0.5, we detected a total of 1,109, 1,100 and 1,074 CNVs respectively in three replications of Nipponbare and Guang-lu-ai 4; of which 857 (~78.3%) were detected in all three replications. However, using stringent criteria in which the log_2 _(Guang-lu-ai 4/Nipponbare) was ± 1.0, three comparisons of two samples revealed 856, 858 and 784 CNVs respectively; of which 641 (~77.0%) were detected in all three replications (Figure 2). 

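At the threshold of 0.5, segmentation of the 3 arrays gave 2316, 2147 and 2494 CNVs in replications 1, 2 and 3. Losses in Guang-lu-ai 4 numbered 1833, 1774 and 1743, and gains 483, 373 and 751. The losses therefore varied little between replications, whereas the gains differed more, from replication 2 with the fewest to replication 3 with the most. Of the CNVs of replication 1, 1767 were common to all 3 arrays, which is 76.2% of the mean count per array. They comprised 1517 losses and 250 gains, and covered 23.8 Mb.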

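With the stringent threshold of 1.0, the 3 arrays showed 1435, 1401 and 1393 CNVs. Most were losses in Guang-lu-ai 4, with 1298, 1270 and 1235 losses against 137, 131 and 158 gains. The CNVs common to all 3 arrays numbered 1166, or 82.7% of the mean count per array, and consisted of 1078 losses and 88 gains. With a threshold of 1.5 in place of 1.0, the mean count per array fell to 914 and the common count to 755. From the share of CNVs detected in every replication, the paper went on to survey the signals of high confidence.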

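The CNVs of high confidence are listed in Table S1, and the mean log2 ratio of the probes inside each listed region was recomputed from the 3 arrays. Signal from Guang-lu-ai 4 was lower than that from Nipponbare in 608 of the 641 regions and higher in 33. The losses had a median log2 ratio of -2.44 and ranged from -5.25 to -0.96, and the gains had a median of 2.05 and ranged from 1.13 to 3.35. Of the losses, 217 lay at or below -3, 203 between -3 and -2, and 188 above -2. The deepest loss was on chromosome 7 from 28095450 to 28098440, at -5.25 ± 0.09 (SD, n = 3). It was followed by regions on chromosome 2 from 18186097 to 18189467 (-5.15 ± 0.03), chromosome 12 from 20610500 to 20613030 (-5.09 ± 0.15) and chromosome 9 from 8830518 to 8834755 (-5.08 ± 0.08). The highest gain was on chromosome 10 from 4806924 to 4811884, at 3.35 ± 0.06 over 10 probes. Other high gains were on chromosome 8 from 14229634 to 14234416 (3.07 ± 0.05), chromosome 3 from 13413232 to 13418851 (3.01 ± 0.07), chromosome 10 from 3325402 to 3333190 (3.01 ± 0.07) and chromosome 5 from 14261902 to 14270501 (2.99 ± 0.03). The SD between arrays had a median of 0.05 over the regions, far below these differences. All 3 arrays lay beyond 1.0 in 605 losses and all 33 gains. In limma's one-sample fit over the regions, all 641 differed from 0, with a largest adjusted p of 2.27e-07, and 606 losses and 33 gains also had a mean at least 1.0 from 0. The regions had been selected on these same arrays, so the counts are not independent evidence of their direction.

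**Figure D1:**
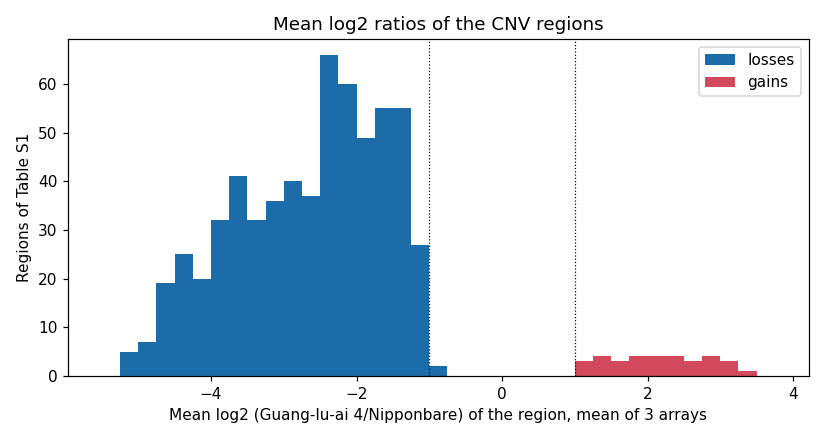
Number of regions of Table S1 (Y axis) by mean log2 (Guang-lu-ai 4/Nipponbare) over the probes of the region and the 3 arrays (X axis, log2 units), with losses in blue and gains in red. The dotted lines stand at -1 and 1; the 608 losses spread from -5.25 to -0.96 and the 33 gains from 1.13 to 3.35.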

Encouraged by this result, we surveyed hybridization signals which had high confidence levels and identified 641 CNVs.

**Figure 1:**
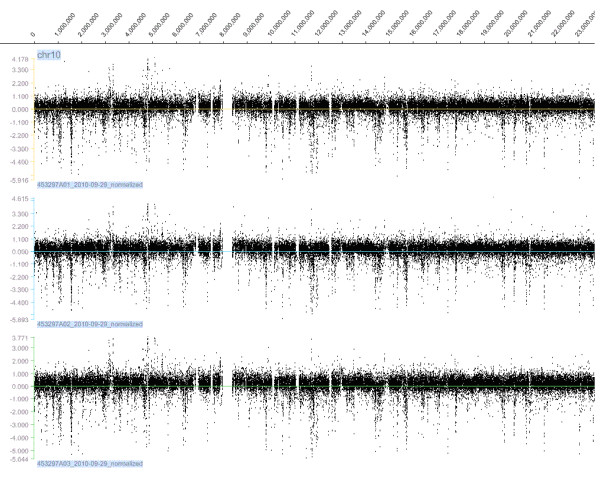
**An example of aCGH from our three replications**. The Y axis represents log_2 _ratios; the × axis represents genomic positions along chromosome 10.

**Figure 2:**
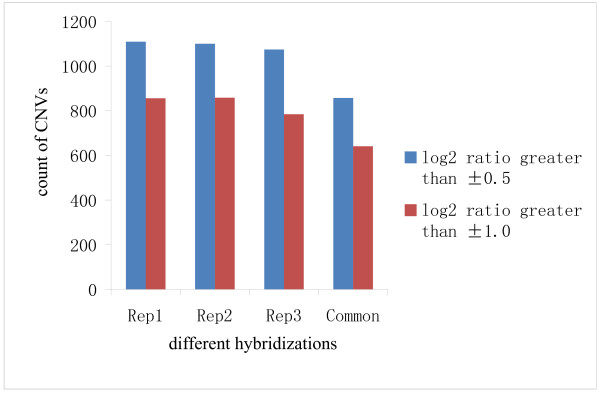
**Number of CNVs detected by aCGH in our three replications**.

These 641 CNVs comprised ~1.8% (~7.6 Mb) of the rice genome, similar to the proportion of CNVs in a population of *Drosophila melanogaster *(~2.0%) [15], and were distributed along all 12 rice chromosomes (Figure 3). 

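The CNVs common to the 3 arrays covered 11.9 Mb, or 3.11% of the 382 Mb of the 12 chromosomes. Losses accounted for 11.1 Mb of this length and gains for 0.772 Mb. The regions of Table S1 sum to 7.57 Mb on the same chromosomes. Of those 641 regions, 592 were overlapped by a common CNV of the same direction, 555 were covered over at least 50% of their length, and 249 had the same start and stop. The share of length taken up by common CNVs differed between chromosomes, from 0.875% of chromosome 3 to 7.29% of chromosome 11. With a threshold of 1.5, the total length was 6.50 Mb.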

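No relation was found between the length of a chromosome and its number of common CNVs. Chromosome 1, the longest, held 108 common CNVs, fewer than chromosome 12, which is among the shorter ones and held 136. Over the 12 chromosomes, the number of common CNVs and the chromosome length had a Pearson's r of 0.0541 (permutation p = 0.868, two-sided) and a Spearman's rho of 0.0979 (permutation p = 0.766). Without chromosomes 1 and 10, which lie farthest from the median length, r was -0.153 (permutation p = 0.672). For the numbers of CNVs listed in Table S1, r was 6.02e-04 (permutation p = 0.999). Over all 12 chromosomes, 6 such relations were tested, by both coefficients at both thresholds and for Table S1. Each of these had a Benjamini-Hochberg adjusted p of 0.999, and the relations without chromosomes 1 and 10 were not adjusted.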

We found no significant correlation between the frequencies of CNV occurrence and chromosome length (Additional file 1, Figure S1). The highest frequency (94) was found on chromosome 11, and the lowest frequency (30) on chromosome 5. This is consistent with a previous study of heterogeneous distribution of CNVs [35]. 

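Chromosome 11 carried the most common CNVs, 173, of which 170 were losses and 3 were gains. This corresponds to 5.61 CNVs per Mb, followed by 4.90 on chromosome 12, 4.02 on chromosome 7 and 3.82 on chromosome 4. Replications 1, 2 and 3 taken singly had 219, 213 and 218 CNVs on chromosome 11. Chromosome 5 had the fewest, 44 (39 losses and 5 gains), close to the 49 on the longer chromosome 3, which had the lowest density at 1.32 per Mb. Gains were most numerous on chromosomes 4 and 7, with 15 each, and chromosome 2 had a single gain. Chromosome 11 ranked highest under every setting tried, whereas chromosome 3 in place of chromosome 5 had the fewest without replicate 1, with a reciprocal overlap of 50%, with outlier probes smoothed, and at the threshold of 0.5.

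**Figure D2:**
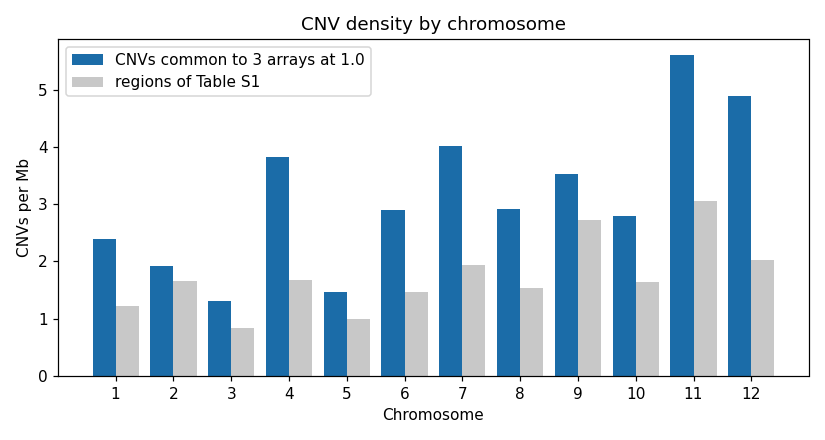
CNVs per Mb of chromosome (Y axis) for chromosomes 1 to 12 (X axis), with CNVs common to the 3 arrays at a log2 ratio of 1.0 in blue and the regions of Table S1 in gray. In both sets chromosome 11 has the highest density, at 5.61 and 3.05 CNVs per Mb, and chromosome 3 the lowest, at 1.32 and 0.832.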

CNV sizes ranged from 1.1 kb to 180.7 kb, averaging 11.8 kb. 

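The common CNVs ranged from 2.08 kb to 252 kb, with a mean of 10.2 kb and a median of 5.97 kb. Losses and gains had similar medians, 5.98 kb and 5.70 kb. The longest extended from 30291490 to 30543979 on chromosome 11, a loss with a mean log2 ratio of -0.99 ± 0.04 (SD, n = 3) over 399 probes. These ends are those of the segment of replication 1, and over the same span replication 3 averaged -0.94, short of the threshold. With CNVs of replication 2 or 3 counted, or with the intersection of the arrays, the longest common CNV was 181 kb. The shortest was a loss on chromosome 12 from 13650424 to 13652504, with 6 probes at -2.95 ± 0.11. The lower end of the range is set by the requirement of more than 5 probes. The segmentation was tried on single arrays simulated from the residuals of chromosome 10 of the real ones, without the rule for common CNVs. With all residuals, which include true differences of single probes, 60 of 60 CNVs of 6 probes were found at a log2 ratio of -3. At -1.5, 1 of 60 was found, and at 1.5, 2 of 60. With residuals below 1 only, 56 of 60 were found at -1.5 and 58 of 60 at 1.5. The simulated CNVs were even shifts in residuals drawn at random, whereas probe values differed within many real losses.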

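Of the common CNVs, 836 were shorter than 10 kb, which is 71.7% (95% Wilson confidence interval 69.0% to 74.2%). Another 306 measured 10 to 50 kb, 21 measured 50 to 100 kb and 3 were longer than 100 kb. The share above 50 kb was 2.06% (1.39% to 3.04%). It was 3.22% with adjacent CNVs merged and 1.06% with a threshold of 1.5. The share under 10 kb was 64.5% with adjacent CNVs merged, 59.6% with at least 10 probes and 78.6% with at least 3 probes. The intervals treat CNVs as independent and leave out the choice of settings. Most of the large CNVs were losses, since a single gain exceeded 50 kb.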

Most CNVs (67.4%) were found to be small variants (< 10 kb), while some (2.5%) were larger variants (>50 kb) (Figure 4). 

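On chromosome 4, the region from 905183 to 942597 (37414 bp) had a stronger signal from Guang-lu-ai 4 along nearly its whole length. Its 85 probes averaged a log2 ratio of 1.93 ± 0.03 (SD, n = 3), and 89.4% of them lay at or above 1. Table S3 lists 3 genes in it, among them the C2H2-type zinc finger gene Os04g0115500. On chromosome 8, the region from 11154048 to 11334775 (180727 bp) had a log2 ratio of -1.55 ± 0.05. This loss was covered by only 22 probes, 0.122 per kb against a median of 2.46 per kb over the regions of Table S1, and 81.8% of them lay at or below -1. The state of the sequence between its probes was not measured.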

The largest regions showing copy gain and loss were 37.4 kb on chromosome 4 and 180.7 kb on chromosome 8 (Additional file 2, Table S1). Analysis of the aCGH data also revealed a bias towards stronger hybridization signals from the Nipponbare genomic DNA than from the Guang-lu-ai 4 genomic DNA. This was found in CNVs determined by stringent criteria as well as those determined by less stringent criteria. This reflects the fact that the probes were designed from Nipponbare sequences.

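Strong ratios fell far more often on the side of Nipponbare. On average 5.51% ± 0.16 (SD, n = 3 arrays) of the nuclear probes had a log2 ratio at or below -1, and 1.62% ± 0.10 at or above 1. At 0.5 the single probes ran the other way on each array, with 10.8% ± 0.22 at or below -0.5 and 12.4% ± 0.77 at or above 0.5. This order depended on the scale, since with ratios centered on the array median the shares at 0.5 were 12.7% ± 0.52 and 8.70% ± 1.18. The most extreme probe of each array averaged -6.23 ± 0.07 on the side of losses and 5.40 ± 0.21 on the side of gains. In limma's one-sample fit, 39103 of 715851 probes were lower and 9995 higher in Guang-lu-ai 4 at an adjusted p under 0.05 and a mean at least 1.0 from 0. Without the requirement on size the counts were 167607 lower and 315229 higher, and 226453 lower and 230380 higher with ratios centered on the array median. With centered ratios and the requirement on size, 43278 probes were lower and 7111 higher.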

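Under the stringent criteria, losses made up 92.5% of the common CNVs (95% Wilson confidence interval 90.8% to 93.8%). Under the less stringent criteria they made up 85.9% (84.1% to 87.4%). Each array on its own gave the same direction, with losses making up 88.7% to 90.6% of its CNVs at 1.0 and 69.9% to 82.6% at 0.5. In the loss regions of Table S1, the probe signal relative to the nuclear median of its channel was -2.15 log2 units for Guang-lu-ai 4 and 0.30 for Nipponbare. These regions had been selected for a low ratio, which by itself favors a low Guang-lu-ai 4 and a high Nipponbare signal, so the 2 values are not evidence of a cause. The paper attributes the bias to the design of the probes from Nipponbare sequences.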

**Figure 3:**
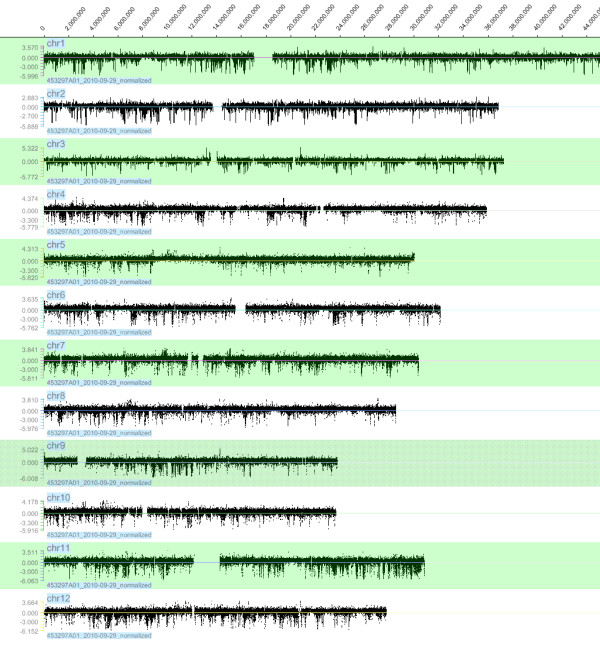
**Distribution of log_2 _(Guang-lu-ai 4/Nipponbare) signals throughout 12 chromosomes shown by aCGH analysis**. The Y axis represents the log_2 _of the signal ratio between Guang-lu-ai 4 and Nipponbare genomes; the × axis represents genomic positions along chromosomes.

**Figure 4:**
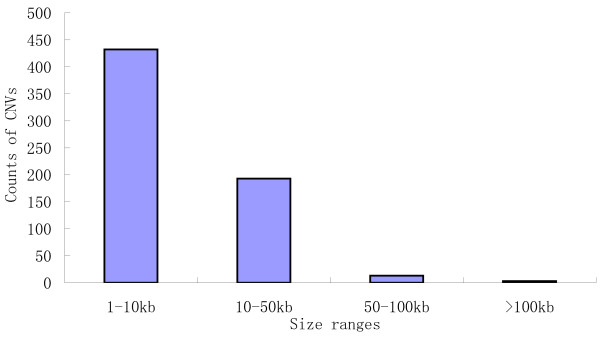
**Size range distributions of CNVs**.

### PCR analysis

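The regions amplified by PCR had some of the deepest losses on the arrays. All 85 regions of Table S2, which cover 134 PCRs, had a weaker signal from Guang-lu-ai 4, with a median log2 ratio of -3.99 and a range from -5.25 to -1.22. A ratio at or below -3 was found in 72 of them. The other 523 losses of Table S1 had a median of -2.31. The tested regions were short, from 1105 to 5096 bp with a median of 2890 bp, and lay on all 12 chromosomes. All 3 arrays were below -1 in each of the 85 regions. In limma's one-sample fit over these regions, which estimated the same spread for all of them, the largest adjusted p was 4.63e-46, and 0.00322 without replicate 2, where the spread was not pooled fully. The PCR regions had been drawn from the CNVs of these same arrays, and none was a gain.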

We used 134 PCRs to further analyze 85 putative CNVs detected by aCGH. All PCRs confirmed the existence of insertion/deletion polymorphisms in these regions (Additional file 3, Table S2). More than 90% showed presence/absence variations between Nipponbare and Guang-lu-ai 4. All the validated CNV regions were defined by a few probes. 

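The 85 regions held 3 to 13 probes each, with a median of 7 and 645 probes in total. Of these regions, 74 held 10 or fewer probes and 17 held 5 or fewer. The other losses of Table S1 had a median of 18 probes. The SD of the region's log2 ratio between the 3 arrays had a median of 0.09, against 0.05 over all losses of Table S1. The values of the PCR regions thus repeated somewhat less closely, though both spreads were small beside the ratios. The shortest region, 1105 bp on chromosome 4 from 24315559 to 24316664, held 3 probes and had a log2 ratio of -2.68 ± 0.20 (SD, n = 3).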

In a CNV located on chromosome 12, for example, four amplicons spanning those probes of the putative deletions did not amplify from Guang-lu-ai 4 (Table 1), indicating that the DNA segment was absent from Guang-lu-ai 4 (Figure 5A). In addition, we also identified the allelic versions in 20 varieties of the two subspecies, and obtained similar results; more amplification products were present in *japonica *than in *indica *(Figure 5B). 

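The CNV lies on chromosome 12 from 13476727 to 13480147, a span of 3420 bp with 9 probes in which Table S3 lists the hypothetical gene Os12g0422800. Its mean log2 ratio was -4.44 ± 0.04 (SD, n = 3 arrays). The Nipponbare signal averaged 13.82 on the log2 scale and the Guang-lu-ai 4 signal 9.38. The probes that name the 4 amplicons had log2 ratios of -4.91 ± 0.12 at 13477617, -3.47 ± 0.07 at 13478047, -4.36 ± 0.07 at 13478457 and -4.99 ± 0.10 at 13478857. In limma's fit over all nuclear probes, each of the 9 probes had an adjusted p of at most 8.06e-08. The ratio changed abruptly at both ends, with -1.03 ± 0.05 at the neighboring probe on the left, at 13476337, and -1.26 ± 0.36 on the right, at 13480597. Beyond the right end the ratio fell again at 13481828 (-3.78 ± 0.28) and 13482263 (-3.05 ± 0.17), and was 0.29 ± 0.01 at 13482708 and -1.10 ± 0.05 at 13483148. The paper takes the failed amplification from Guang-lu-ai 4 as a sign that the segment was absent from that cultivar.

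**Figure D3:**
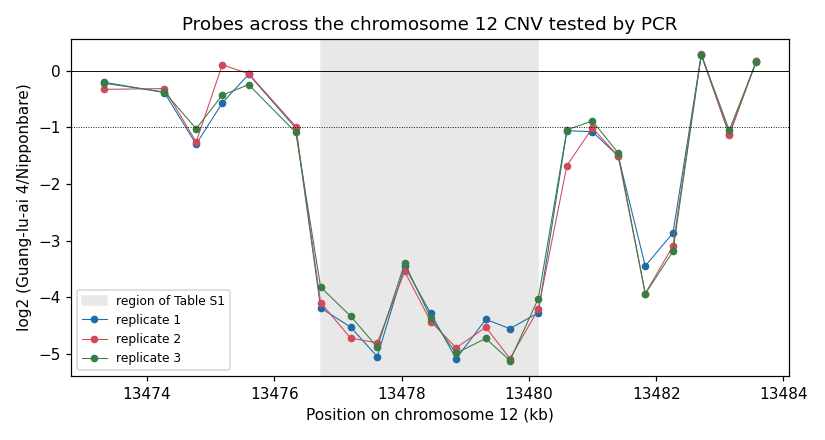
Log2 (Guang-lu-ai 4/Nipponbare) of each probe (Y axis) by its position in kb on chromosome 12 (X axis), with a colored line for each of the 3 replications and the region of Table S1 shaded. The 9 probes in the shaded region lie between -4.99 and -3.47 on average, and the probes next to it at -1.03 and -1.26.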

*Indica *and *japonica *are derived from independent domestication events of an ancestral rice that had already differentiated into two gene pools [36-38]. It seems unlikely that our observed pattern could be generated randomly, but our low number of samples prevents us from confirming strong evidence of subspecific variation in our CNV analysis.

**Table 1:** Primers used in PCR validation of a CNV located on chromosome 12 in Nipponbare, Guang-lu-ai 4, and some other varieties of *indica *and *japonica*.

Primer	Forward	Reverse
PP16-13477617	TGCGCTTCTTTGGCCTTCCGAT	TGAGCAAGCTGCGTACAAGGTT
PP16-13478047	GCATTGGGCTAAAAAGCAAGGCGC	TGGAGGCCCTCAAGCATATCCCA
PP16-13478457	TTGGACCTGCTGTGAGCCCGAT	ACCGCCTTTGGTCTCCCTCGTAC
PP16-13478857	GCTGCAAAGCGGACCCTAGCT	AGCTAATGATGGCTCACGAGAAGC

**Figure 5:**
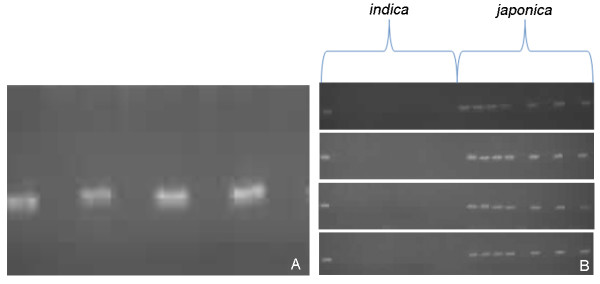
**PCR validation of a CNV identified by aCGH**. A) PCR amplifications for probes are shown in Nipponbare and Guang-lu-ai 4; B) PCR amplifications are shown 10 *indica *and 10 *japonica*.

### Annotation of CNVs

Different hybridization signal intensity of a gene across aCGH would indicate a gain or loss of a gene copy number during rice evolution. Using a stringent selection criterion (a Guang-lu-ai 4 to Nipponbare signal ratio of 1 : 2), we identified 500 protein-coding genes that were contracted in Guang-lu-ai 4, and only 19 genes that were duplicated (signal ratio > 2.0) (Additional file 4, Table S3). 

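Genes of Table S3 were given the mean log2 ratio of the region in which the table lists them, because positions of the genes on the build of the probes were not used here. The 500 entries of contracted genes are 483 different genes in 317 regions, and 496 entries lay in regions at or below -1. The other 4 entries are glutathione S-transferase genes of a region on chromosome 1 from 15487572 to 15526606, whose log2 ratio was -0.99 ± 0.04 (SD, n = 3). All 19 duplicated genes, in 13 regions, lay in regions at or above 1. The median region ratio was -2.33 for contracted genes and 1.53 for duplicated genes. No gene was listed in both directions, and 291 losses and 20 gains of Table S1 had no listed gene. With a threshold of 1.5, 370 entries of contracted genes and 9 duplicated genes were left. The regions were selected on these arrays, so the counts are not independent evidence of direction. From these numbers the paper concludes that contracted genes greatly outnumbered duplicated ones.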

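With the threshold on the region's log2 ratio relaxed from 1.0 to 0.5, all 500 entries of contracted genes and all 19 duplicated genes of Table S3 passed. The 4 glutathione S-transferase genes of chromosome 1 entered at this step. Table S3 holds the genes of the stringent regions, so genes that a relaxed selection would add outside them were not analysed here.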

The dominance of gene contraction over duplication was obvious when the aCGH selection ratio was relaxed (data not shown). Contracted genes thus greatly outnumbered duplicated ones. 

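Hypothetical proteins were the largest group of the contracted genes, with 199 of 500 entries (39.8%), or 195 different genes in 146 regions. Their regions had a median log2 ratio of -2.26 and ranged from -4.98 to -1.05. Of the 195 genes, 102 lay in regions at or below -2 and 48 at or below -3, and 52 were on chromosome 11. The deepest losses in the group were those of Os01g0538000 (-4.98 ± 0.10, SD, n = 3), Os11g0549685 (-4.80 ± 0.06) and Os09g0436600 (-4.69 ± 0.03). Among the duplicated genes, 5 of 19 were hypothetical proteins. Proteins described only by a domain of unknown function made up a further 17 contracted genes, led by Os04g0220500 (-4.26 ± 0.15), and 1 duplicated gene, Os03g0247300 (1.35 ± 0.03).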

The majority of contracted genes are hypothetical proteins, indicating duplication of preexisting genes to augment gene function. 

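The gene similar to a transposase, the enzyme that moves DNA transposons, is Os06g0226000 on chromosome 6, in a region of 3360 bp from 6514571 to 6517931 with a log2 ratio of 2.50 ± 0.04 (SD, n = 3). Os08g0389500, of the reverse transcriptase family found in retrotransposons, lies in a region of chromosome 8 from 18503069 to 18507151 at 2.05 ± 0.06. The terpenoid cyclase gene Os04g0611800 lies in a region of chromosome 4 from 31420912 to 31427750 at 1.13 ± 0.02, the lowest ratio among the 33 gains. Transposon-related genes were also found among the contracted genes, where 18 were listed, 7 of them in regions at or below -3. Examples are Os02g0231600, similar to a transposase (-4.84 ± 0.11), and Os06g0271500 of the En/Spm-like family (-4.16 ± 0.05).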

Among the 19 duplicated genes, three encode different enzymes: transposase, reverse transcriptase and terpenoid cyclase. 

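The ent-kaurene synthase like-2 gene, Os04g0611700, shares its region of 6838 bp on chromosome 4 with the terpenoid cyclase gene Os04g0611800, and the arrays give a single value for both. The 17 probes of the region averaged log2 ratios of 1.13, 1.11 and 1.15 in replications 1, 2 and 3, all above the threshold of 1.0 by more than the spread between arrays.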

One gene is involved in gibberellin synthesis, i.e. ent-kaurene synthase like-2. 

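The duplicated gene described as similar to XA1 is Os04g0622600. It lies on chromosome 4 in a region of 35648 bp from 32027753 to 32063401, with 69 probes and a log2 ratio of 1.21 ± 0.02 (SD, n = 3). The same region holds Os04g0622700 and Os04g0623100, which encode bromodomain proteins, a domain that binds acetylated histones. No other duplicated gene was described as a disease resistance protein.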

*Xa1 *is a known bacterial blight resistance gene. 

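The SRP54 gene, Os10g0214400, encodes the GTPase of the particle that directs nascent secretory proteins to the membrane, and lies on chromosome 10 from 7850989 to 7858241 in a region of 18 probes at a log2 ratio of 1.58 ± 0.01 (SD, n = 3). The 2-oxoglutarate dehydrogenase E2 subunit, part of a complex of the citric acid cycle, is encoded by Os04g0394200 on chromosome 4, in a region from 19401153 to 19411499 at 1.46 ± 0.02. Os04g0394300, for which no start codon was identified, shares that region. A further duplicated gene, Os03g0827500, encodes a protein with an SPX domain and lies in a region of chromosome 3 at 1.20 ± 0.09.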

Duplication also occurred in genes relating to metabolism, such as the GTP-binding signal recognition particle SRP54, and the 2-oxoglutarate dehydrogenase E2 subunit. As well, two genes were involved in transcription, the RNA polymerase III RPC4 family protein and the C2H2-type zinc finger domain-containing protein. 

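The RPC4 gene, Os04g0394500, encodes a subunit of RNA polymerase III and had the highest ratio of the 19 duplicated genes. Its region on chromosome 4, from 19412074 to 19425449, had a log2 ratio of 2.84 ± 0.04 (SD, n = 3) over 29 probes. It lies next to the region of the 2-oxoglutarate dehydrogenase gene. The zinc finger gene Os04g0115500 lies in the 37.4 kb gain together with the conserved hypothetical genes Os04g0115700 and Os04g0115800. Os05g0348100 (1.80 ± 0.02), Os03g0180500 (1.53 ± 0.01) and Os04g0454900 (1.34 ± 0.03) were the other duplicated hypothetical genes. In every one of the 13 gain regions with genes, each array was above 1.0.

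**Figure D4:**
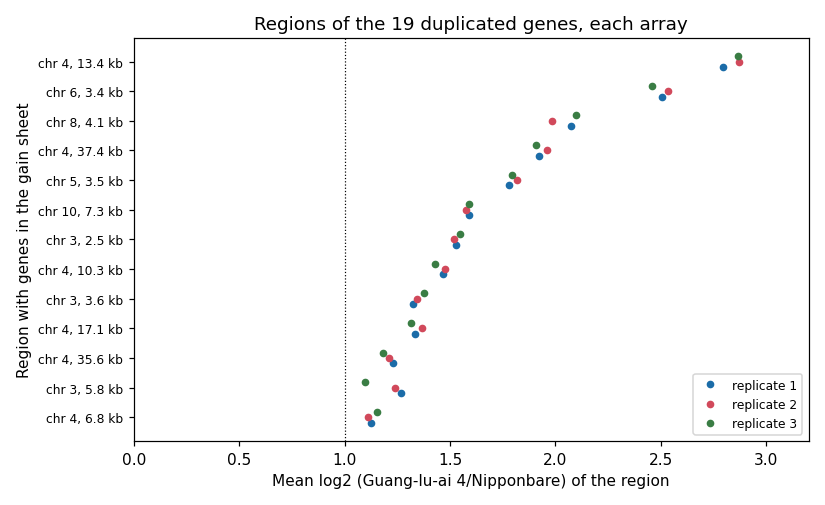
Mean log2 (Guang-lu-ai 4/Nipponbare) (X axis) of each of the 13 regions of Table S1 that hold the duplicated genes (Y axis, by chromosome and length), with a point for each of the 3 replications. All points lie above the dotted line at 1, from 1.10 to 2.87, and the replications of a region lie close together.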

Many of the contracted genes corresponded to genes that were either the same genes or genes involved in the same biological processes. This was similar for genes involved in disease and defense, such as most of them encode proteins with conserved nucleotide-binding sites (NBS) and leucine-rich repeats (LRRs). In addition, Cytochrome P450 and concanavalin A-like lectin/glucanase play crucial roles in defending plants from disease.

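Among the contracted genes, protein kinases, which include receptor-like kinases, accounted for 33 different genes in 29 regions, with a median region log2 ratio of -2.03. The deepest were Os09g0355400 (-4.08 ± 0.15, SD, n = 3), Os07g0541500 (-4.06 ± 0.01) and Os09g0348300 (-3.59 ± 0.06). Peptidases and subtilases numbered 13 genes, among them the serine carboxypeptidase Os03g0393100 (-3.76 ± 0.09), Os12g0103450 (-3.50 ± 0.11) and Os11g0545300 (-3.49 ± 0.04). Some genes of a family lay together in a single region. The prolamin genes Os07g0219300, Os07g0219400 and Os07g0220050, which encode seed storage proteins, share a region of chromosome 7 from 6632054 to 6678891 at -1.72 ± 0.04. The 4 glutathione S-transferase genes, of an enzyme family of detoxification, likewise share a single region. Of the listed genes, 16 appeared more than once in Table S3, and up to 7 genes shared a region. Groups were formed from the descriptions in Table S3, a list selected on these arrays.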

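Genes described as NBS-LRR, NB-ARC or other disease resistance proteins made up 79 of the 500 entries (15.8%), which are 71 different genes in 61 loss regions. All 71 lay in regions at or below -1, 46 at or below -2 and 18 at or below -3. They were spread over 11 chromosomes, with 32 of the 71 on chromosome 11. The deepest losses were those of Os09g0311600 on chromosome 9 (-5.03 ± 0.12, SD, n = 3), Os11g0640600 on chromosome 11 (-4.67 ± 0.13) and Os12g0199100 on chromosome 12 (-4.43 ± 0.07). Leucine-rich repeat proteins without a described NBS domain added 17 genes, 8 of them on chromosome 1, led by Os01g0162800 (-4.15 ± 0.03), Os04g0648400 (-4.06 ± 0.13) and Os01g0158600 (-3.55 ± 0.04). The 61 regions with resistance genes and the 256 other loss regions with genes had mean log2 ratios of -2.55 ± 1.06 and -2.55 ± 1.03 (SD over regions), and no difference in depth was found (permutation p = 0.989, two-sided, also after adjustment). The difference was -0.0021, and 0.0016 without replicate 3. They averaged 20.0 ± 26.9 kb against 14.2 ± 16.7 kb, a difference that did not pass after adjustment (permutation p = 0.0296, adjusted p = 0.0591).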

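Of the cytochrome P450 monooxygenases, 11 genes in 9 regions were contracted, with a median region log2 ratio of -1.57, and 5 of them were on chromosome 7. The deepest were Os11g0465200, similar to a Bx2-like protein (-3.07 ± 0.07, SD, n = 3), Os10g0196100 (-2.54 ± 0.04) and Os07g0218700 (-2.26 ± 0.07). Genes with a concanavalin A-like lectin/glucanase domain numbered 5 in 4 regions, with Os08g0125200 at -3.03 ± 0.02, Os07g0131400 at -2.86 ± 0.13 and Os04g0125700 at -1.37 ± 0.03. Neither family was found among the duplicated genes. All genes of both families lay in regions at or below -1, and each was given the value of its region, which need not hold for every part of it.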

## Discussion

Using aCGH, we have generated the first map of CNVs in the rice genome. After very stringent filtering, 641 CNV events were identified between the two rice subspecies cultivars Nipponbare and Guang-lu-ai 4. This is likely to represent a very conservative estimate of the true number of CNV events in the rice genome. Focusing only on the unique sequences in our microarray will have potentially led to an underestimation of the number of CNV events. This is due to the selective omission or reduction of probe density in some CNVs enriched regions that contain segmental duplications and diverse repetitive sequences. In addition, our stringent CNV calling criteria restrained the detection of putative true CNVs. Differing probe densities, algorithms and statistical criteria used in the literature, complicate comparisons of rates of CNVs among different organisms [2,9-11,13,39]. Our data suggest that smaller CNVs (< 10 kb) are much more frequent than larger ones; this is supported by other studies [8,19]. However, using next-generation sequencing techniques would offer advantages over aCGH as DNA variations and recombination breakpoints would be directly detected [21,40-44].

CNV number differs between species. In mammals, the mean number of CNVs per individual has been found to range from 14 in macaques [45] to 70 in humans [9]. In maize, around 400 CNVs have been detected between two cultivars (Mo 17 and B 73) [18,19]. We observed many more CNVs between *indica *and *japonica*, the main reason for this was that we used subspecific samples. *Indica *and *japonica *diverged from their *O. rufipogon *ancestor between 200,000 and 400,000 years ago [37,46,47], and have richly diversified during the processes of domestication and selection. Both phenotypic and molecular studies have confirmed a relatively high level of differentiation between these two subspecies [48], suggesting great variation. This is also indicated by the lower numbers of deleted gene regions (ranging from 2 to 359) between 14 mutants and their wild type IR 64 of *indica *[34]. More recently, tiling oligonucleotide microarrays with 42 million probes, showed that an average of 1,098 CNVs comprising 0.78% of the human genome were validated between two individuals [49]. This was also found in a previous study [35], indicating that increased density and improved probe design will help us to better understand the roles of CNVs in organisms.

Although the presence and phenotypic effects of CNVs in plants have been little investigated on the genomic level, the nature of CNVs detected in maize suggests that they may have considerable impact on plant phenotypes, including disease responses and heterosis. We detected at least 519 genes in our high confidence CNV regions (Additional file 3, Table S2). However, it is likely that more genes are affected. We found that genes in many CNVs were involved in resistance, and that most of these encode proteins with conserved nucleotide-binding sites (NBS) and leucine-rich repeats (LRRs). NBS-LRR genes in plants tend to cluster at the same loci within genomes [50,51]. Similarly, both resistance genes and quantitative trait loci (QTL) are clustered in the rice genome [52,53]. In addition to its functional and agronomic importance, the NBS-LRR gene family has a structural role within the genome [54].

Previous research showed strong evidence that natural selection may shape CNVs, both in their patterns of polymorphism and their distribution within the genome [9,15]. Long-term purifying selection has changed quantitative traits, and it is possible that genomic variation in rice supplies source material for the generation of novel alleles. This implies that characterization of rice CNVs is far from perfect, and provides a comprehensive view of the polymorphic phase of CNVs.

## Conclusion

We have demonstrated that CNVs are able to be detected in rice using array-based comparative genome hybridization. These are likely to be linked with subspecific characteristics and to provide an important resource for understanding variation among different rice varieties.

## Methods

### Source of DNA samples

The rice varieties for our aCGH survey, Nipponbare (*japonica*) and Guang-lu-ai 4 (*indica*), were provided by the China National Rice Research Institute, Hangzhou, Zhejiang Province. The 10 *indica *varieties for CNV validation were: Minbeiwanxian, Dianbaidashanwang, Sankecun, Aizizhan, Haohuangla, Chiliyubai, Nanjing 11, Zhechang 9, Liantangao and Zhuguang 23. The 10 *japonica *varieties were: Kendao 8, Guihuahuang, Xiushui 48, Baimaodao, Xingguo, Mingshuixiangdao, Maendalaqili, Weiguo, Zhongdan 2 and Shuiyuansanbaili.

Genomic DNA was extracted and purified from fresh young leaves using a Promega kit (Wizard^® ^Genomic DNA Purification Kit). Total DNA was quantified using a spectrophotometer and electrophoresed on an agarose gel for integrity checking. Following the NimbleGen quality control requirements, the genomic DNA was undegraded and had 1.8 ≤ A260/A280 ≤ 2.0 and 1.9 ≤ A260/A230 ≤ 2.0.

### Array CGH

Custom NimbleGen 3 × 720 K microarrays http://www.nimblegen.com contain 718,256 oligonucleotide probes designed and fabricated on a single slide; resulting in a median probe spacing of 500 bp. These types of arrays utilize synthetic probes 45 to 75-mer in length with similar melting temperatures, and do not require sample amplification or reduced representation. Probes were designed from the NCBI rice genome build of October 2006. Roche NimbleGen's CGH probe design criteria was utilized. Uniqueness information was generated using the SSAHA program http://www.sanger.ac.uk/Software/analysis/SSAHA/. Standard genomic DNA labeling (Cy3 for samples and Cy5 for references), hybridizations, array scanning, data normalization, and segmentation were performed at CapitalBio Corporation as described previously [39,55]. High confidence calls were made according to the criteria used by Graubert et al. (2007). NimbleGen has an information package that describes the technology and provides measures of reproducibility, accuracy, sensitivity, and specificity. In brief, we used the normalized qspline method from the Bioconductor package in R. CNVs were identified by the circular binary segmentation algorithm [56]. Candidate CNVs were identified by finding more than 5 probe segments with log_2 _ratios greater than ± 1.0. We conducted further analysis and visualization using SignalMap software (NimbleGen). Raw aCGH data for this study have been deposited to GenBank GEO database under accession GSE30542http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30542.

### Polymerase chain reaction (PCR)

For validation, sequences flanking the first and last probe set location of CNV regions were used to design primers. In addition, to reduce the possibility of interference from overlaps between probes and primer sequences, we designed two independent pairs of primers to confirm partial validated CNVs. PCR methods followed those recommended by the *TaKaRa LA Taq *manufacturer, optimizing conditions for each use. Products were run on a 1.5% agarose gel, stained with ethidium bromide, and visualized on a UV transilluminator.

## Abbreviations

CNV: Copy number variation; SV: Structural variation; SD: Segmental duplication; SNP: Single nucleotide polymorphism; LD: Linkage disequilibrium; aCGH: Array-based comparative genomic hybridization; NBS: Nucleotide-binding sites; LRR: Leucine-rich repeats; QTL: Quantitative trait loci.

## Authors' contributions

PY and XW conceived and designed the experiments. PY, CW, QX, and YF performed DNA preparations. HY and YW carried out microarray processing, and PY performed PCR analysis and contributed to interpretation of the data. PY, XW, and ST drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Excel file includes Figure S1**. Correlation between chromosome length and number of CNVs. Click here for file

Additional file 2 **Excel file includes Table S1**. CNV regions detected and the sizes ranges of CNVs. Click here for file

Additional file 3 **Excel file includes Table S2**. Primers used for PCR validation of CNV regions. Click here for file

Additional file 4 **Excel file includes Table S3**. Genes included within CNV regions. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

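The measurements are 2-color comparative genomic hybridizations of leaf DNA from Guang-lu-ai 4 (Cy3) and Nipponbare (Cy5) on 3 arrays, taken as 3 biological replicates of a single comparison. All arrays carried the dyes in the same orientation, so a difference between dyes cannot be separated from a difference between cultivars. The deposited log2 ratios of Guang-lu-ai 4 over Nipponbare had been made by the authors from scanned signals by a spatial correction and qspline normalization. The deposited values also hold the log2 signal of each channel as scanned, after spatial correction and after normalization, and the log2 ratios before normalization. The GC content of each probe was deposited by the authors as a fraction, a property of the probe that no sample changes. The value table of the series held the same normalized ratios for 718255 of 718255 probes on each array. The methods name qspline normalization and thresholds on log2 ratios and mention no centering, and the normalized ratios were used here without centering.

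The deposited values are those of probes and hold no segments. The 715851 nuclear probes of each array were ordered by position and segmented by an own implementation of circular binary segmentation, with an alpha of 0.01, 1000 permutations, a minimum width of 2 probes, a longest arc of 25 probes in the short search, and a hybrid p for stretches above 200 probes. This is not the software used by the authors, and its settings were chosen here. A segment of more than 5 probes with a mean at least 1.0, or at least 0.5, from 0 was counted as a CNV. Common CNVs were those of replicate 1 with at least 50% of their length covered by CNVs of the same direction in replicate 2 and in replicate 3. Chromosome lengths came from Additional file 1. The regions of Tables S1 and S2 and the genes of Table S3 were read from the supplementary tables, and each region took the mean over its probes, per array and then over the arrays. A gene took the value of its region. Gene groups were formed by words in the descriptions of Table S3, and a gene may belong to more than 1 group.

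Probes and regions were tested against 0 with limma's one-sample fit and empirical Bayes moderation, with Benjamini-Hochberg adjustment over all probes or regions tested, an adjusted p threshold of 0.05, and a mean at least 1 from 0 on the log2 scale where stated. These p-values measure only the spread between these 3 arrays, which the moderation pools in part over the probes or regions tested, and fully over the PCR regions. An exact sign-flip test of 3 arrays cannot give a p below 0.25 and was not used. Correlations with chromosome length and the comparison of resistance gene regions with other gene regions used 100000 permutations, two-sided, with Benjamini-Hochberg adjustment over the relations tested. Shares of CNVs were given 95% Wilson confidence intervals, which treat the CNVs as independent and leave out the uncertainty of calling them.

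The genes and regions named were chosen by a rule: every gene of the gain sheet of Table S3, the chromosome 12 region of Table 1 with its probes, the largest gain, the largest loss and the shortest region of Table S1, the 5 highest and the 5 lowest regions of Table S1, the 3 genes with the lowest regions in each gene group, and the 5 longest common CNVs outside Table S1. The names in the paper's tables had been seen when the rule was written, and their values on the arrays had not. Other regions named, such as the shortest common CNV and the regions that did not lie beyond 1 in all 3 arrays, were named after their values were seen. The tests, gene groups and alternatives were set before the data were examined, except where the closing section says otherwise. The alternatives were centering on the array median, ratios before normalization, other probe minimums (3, 5 and 10), merging of adjacent CNVs, other overlap rules, CNVs of replicate 2 or 3 counted, segmentation of the mean of the arrays, thresholds of 0.5 and 1.5, medians over probes, limma with a trend or without a fold threshold, and each replicate left out in turn.

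The segmentation was tested on simulated data made from the residuals of chromosome 10 of the real arrays. Each array was simulated and scored singly, so the rule for common CNVs was not tested. The residuals were drawn at random, so that neighboring probes were independent, and each simulated CNV was an even shift. With residuals below 1, 712 of 720 simulated CNVs were found, and 174 of 180 of those with 6 probes. With all residuals, which include true single-probe differences, 536 of 720 were found, and 63 of 180 of those with 6 probes. Neither version gave a false CNV in 72000 probes. Independent residuals around 0 can hardly form a CNV, so this count does not measure false CNVs on the real arrays. The limma fit was tested on simulated data of 3 arrays, where it called 200 of 200 changed probes and 2 of 699800 unchanged ones, and 0 of 441 unchanged regions. The unchanged ones also had to reach a mean at least 1 from 0, far beyond their simulated spread, so few such calls were possible.

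The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The probes of the chloroplast, mitochondrial and plasmid sequences were left out of the CNVs and tests, since the CNVs of the paper lie on the 12 chromosomes. The PCR products and the other rice varieties of the paper were not analysed here.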

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

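The test of normalization for the plastid probes was chosen only after the result was seen.

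The plastid probes, which the paper does not report on, shifted between the arrays. Their normalized ratio relative to the nuclear median had a median change of -0.71 from replicate 1 to the mean of replicates 2 and 3. The shift was present before normalization, at -0.717 (SD 0.143), so it was not made by the authors' normalization. Nuclear probes of the same GC content and signal, matched for 296 of 382 plastid probes, changed by 0.035 (SD 0.035), which argues against GC content and signal as the source. Before normalization, the plastid signal minus the nuclear median was 1.91, 1.51 and 1.43 for Guang-lu-ai 4 in replicates 1, 2 and 3. For Nipponbare it was 1.88, 2.09 and 2.12. A different share of plastid DNA in the leaf DNA of the samples stays open, and it would have to change in opposite directions in the 2 cultivars. That 100% of the plastid probes were lower in replicates 2 and 3 follows from the size and spread of the shift and decides nothing about it.

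Outside the regions of Table S1, 543 of the common CNVs were found (485 losses and 58 gains). The criteria that the paper cites for high confidence calls were not applied to them. The 5 longest were all losses, of which the longest, on chromosome 11 from 30291490 to 30543979, had a mean log2 ratio of -0.99 over 399 probes. The loss on chromosome 11 from 21619937 to 21716509 had a ratio of -1.14 over 25 probes. The loss on chromosome 7 from 3043724 to 3136972 had a ratio of -1.09 over only 9 probes, and that from 2395684 to 2473399 had -1.71 over 164. The loss on chromosome 12 from 17000640 to 17062756 had a ratio of -1.26 over 109 probes. The probes of the indica plasmid B2, which the paper does not report on, had a median log2 ratio of 2.49, with 2.28, 4.28 and 2.49 for its 3 probes.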

How the results depend on the processing

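The alternatives with outlier probes smoothed, and with centering and no fold threshold together, and the centered probe shares at 0.5, were chosen after seeing the data. Of 241 alternative values for the 27 main results, 201 kept their direction and stayed within the spread or within 1.5 times a count, 39 moved and 1 reversed. Losses outnumbered gains among the common CNVs, and chromosome 11 had the most CNVs, under every alternative run. For 59 single regions and genes, 220 of 344 alternative values stayed within the spread, 124 moved and 0 changed direction. No paired analysis was possible because the arrays form a single group with no other group to pair them with; the cultivars are already compared within each array, and limma tested those ratios.

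With a threshold of 1.5, which admits fewer segments by construction, the mean count per array was 914, the common count 755, the share of losses 94.8%, the total length 6.50 Mb, the mean length 8.61 kb, the shares under 10 kb and over 50 kb 76.8% and 1.06%, and the duplicated genes 9. With at least 10 probes, which removes short CNVs, these were 94.5% losses, 10.3 Mb, 13.3 kb and 59.6% under 10 kb. With at least 3 probes they were 12.5 Mb, 8.03 kb and 78.6%, and with at least 5 probes 9.42 kb and 74.3%. Merging adjacent CNVs gave 12.5 kb, 64.5% under 10 kb and 3.22% over 50 kb, as joined CNVs are longer. Smoothing gave a mean of 9.57 kb, and the cause was not tested. The intersection of the arrays, which trims CNVs, gave 11.5 Mb, 8.88 kb and 75.7%. The total was 12.6 Mb with any overlap, 10.8 Mb with reciprocal overlap and 14.2 Mb with segmentation of the mean of the arrays, and 12.4 to 13.0 Mb in leave-one-out, where only the 2 remaining arrays have to share a CNV. Centering gave 12.8 Mb, with 6.12% of probes at or below -1 and 1.17% at or above 1, and ratios before normalization gave 6.92% and 1.34%. Without a fold threshold, limma called 167607 probes lower and 315229 higher, and 226453 and 230380 with centering too. The difference in log2 ratio between resistance gene regions and other gene regions ran from -0.0047 to 0.0016 in leave-one-out, reversed without replicate 3, and the cause was not tested. The signals were given without a background, so their height over background was not assessed.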

Differences from the paper's values

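Counts are at the paper's thresholds, with the overlap rule and the segmentation settings chosen here. The paper also cites criteria of an earlier study for its high confidence calls. Those criteria were not applied here, so the counts are not of like sets. Alternatives are named where they were set before the data were examined, and those not named still differed by more than 1.5 times.

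At 0.5, the paper's counts per replication were 1109, 1100 and 1074, against 2316, 2147 and 2494 here. The counts came within 1.5 times with at least 10 probes for replications 1 (1657) and 2 (1535) and with adjacent CNVs merged for replication 2 (1622), and under no alternative for replication 3. The paper's common count was 857, against 1767, and 1249 with at least 10 probes.

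At 1.0, the paper's counts were 856, 858 and 784, against 1435, 1401 and 1393. They came within 1.5 times with at least 10 probes (966, 941 and 914) and with a threshold of 1.5 (931, 912 and 899), and with adjacent CNVs merged (1203, 1184 and 1165). The paper's common count was 641, against 1166, and it was 779 with at least 10 probes and 755 with a threshold of 1.5. Common CNVs overlapped 592 of the paper's 641 regions, and 454 with at least 10 probes and 521 with a threshold of 1.5.

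The paper's total length was 7.6 Mb, against 11.9 Mb, and it was 10.3 Mb with at least 10 probes, 10.8 Mb with reciprocal overlap and 6.50 Mb with a threshold of 1.5. The paper's share of the genome was 1.8%, against 3.11% of the chromosome length, and 1.70% with a threshold of 1.5, while the paper's own regions make up 1.98% of that length. The paper's count on chromosome 11 was 94, against 173, and it was 113 with at least 10 probes, 128 with adjacent CNVs merged and 117 with a threshold of 1.5. The paper's shortest CNV was 1.1 kb, against 2.08 kb, and it was 0.8 kb with at least 3 probes.

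The paper describes most contracted genes as hypothetical, and its own table holds 199 of 500 entries (39.8%) so described. The 519 entries of Table S3 are 502 different genes. Although the methods require more than 5 probes, 38 of the 641 regions of Table S1 held 5 or fewer. In 3 regions the arrays did not all lie beyond 1: chromosome 1 from 15487572 to 15526606 (-0.99 ± 0.04, SD, n = 3), chromosome 8 from 16300800 to 16321396 (-0.96 ± 0.09) and chromosome 11 from 6639262 to 6661462 (-1.03 ± 0.12). The longest common gain was another region than the paper's, 56.0 kb on chromosome 4 from 2298468 to 2354478, and the paper's gain was the longest with a threshold of 1.5 (37.4 kb). The longest gain was 101 kb without replicate 1 and with segmentation of the mean of the arrays, and 64.7 kb without replicate 3. The longest common loss was 252 kb on chromosome 11. The paper's length of 180.7 kb was the longest without replicate 1, with the intersection, with CNVs of replicate 2 or 3 counted, with segmentation of the mean of the arrays and with a threshold of 1.5. It was also the longest with outlier probes smoothed, an alternative chosen after seeing the values, whose common CNVs overlapped 596 of the 641 regions. The fewest common CNVs were on chromosome 5, as in the paper, except on chromosome 3 without replicate 1, with reciprocal overlap, with smoothing and at 0.5.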

Other observations

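The tests of an even fall of every probe and of resistance gene regions on chromosome 11 were chosen only after the results were seen.

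Losses with resistance genes lay on chromosome 11 more often than other losses with genes. Of the 61 loss regions with such genes, 26 (42.6%) lay there, against 39 of 256 other loss regions with genes (15.2%; Fisher's exact test, two-sided, p = 1.10e-05). Neighboring regions are not independent, so the p overstates the evidence. The positions of all resistance genes in the genome were not analysed. The comparison therefore cannot tell a property of the losses from the places where resistance genes lie. Of the common gains, 15 each lay on chromosomes 4 and 7, 11 on chromosome 10 and 3 on chromosome 11, and their distribution was not tested.

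Probe values differed within many losses. In the 188 losses of Table S1 above -2, 11.1% of probes lay at or below -3 and 23.3% above -0.5, and 138 of the regions held both kinds. The SD of probe values within these regions was 3.05 times that in windows outside (1.08 against 0.35). The measured ratios thus did not fall evenly, since 138 of the 188 regions held both kinds of probes. A region with more probes holds both kinds more easily. These regions had a median of 27 probes, against 9 in the losses at or below -3. The SD was also 0.87 in the losses at or below -3, so the bound set on this ratio was wrong. Neither the SD nor the mix of probes therefore decides whether the DNA behind the probes changed evenly. The lowest correlation of the probe deviations between arrays was 0.970, which argues against measurement error of single probes that differs from array to array. Error that repeats on every array was not tested, since the arrays shared their probes and dye orientation. Probe ratios outside the regions of Table S1 also correlated between arrays, at 0.939 to 0.956. No biological explanation was tested, since no sequence of Guang-lu-ai 4 was analysed here.

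The gains of Table S1 combined a stronger Guang-lu-ai 4 signal with a weaker Nipponbare signal. Relative to the nuclear median and over all their probes, the Guang-lu-ai 4 signal was 1.43 (SD between regions 0.71) and the Nipponbare signal -0.538, and the medians over the regions were 1.34 and -0.851. A weak signal from Nipponbare DNA alone would leave the Guang-lu-ai 4 signal within 0.5 of the median, and it was above 1 in 25 of the 33 regions, while the Nipponbare signal lay between the bounds set for it and was below -1 in 14. This explanation stays open, because the regions had been selected for a high ratio, which favors both a high Guang-lu-ai 4 and a low Nipponbare signal. Probes that match several places of the Nipponbare genome would raise the Nipponbare signal. Its median over the regions was -0.851 (SD between regions 0.62), and 0 of the 33 regions lay more than 0.5 above the nuclear median. These values decide nothing about such probes, because the selection favored a low Nipponbare signal and matches were not counted. A difference in copy number was not tested by another method here.

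The mitochondrial probes also shifted between arrays, by -0.298 from replicate 1 to the mean of replicates 2 and 3 before normalization, and 96.0% of them were lower.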
